A study of Hydra vulgaris with 22 samples.

How the data were processed

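Polyadenylated RNA was sequenced from Hydra vulgaris, strain AEP, with directional Illumina TruSeq libraries. The tissue was the middle of the body column. Cells were isolated by fluorescence-activated cell sorting (FACS) for eGFP, a fluorescent reporter. Its promoter was actin in epidermal epithelial stem cells (eESC) or gastrodermal epithelial stem cells (gESC), and cnnos1, a nanos gene promoter, in interstitial stem cells (ISC). The 20 sorted libraries formed 6 groups: eESC_3d (n = 3) and gESC_3d (n = 3) after 3 days without food, eESC_10d (n = 4) and gESC_10d (n = 3) after 10 days, and the high (ISC_high, n = 4) and medium (ISC_medium, n = 3) eGFP gates of the cnnos1 line. ISC_high replicates A to D had 2, 3, 3 and 5 days without food, and ISC_medium replicates A to C had 5, 3 and 3. The 2 remaining libraries were unsorted body columns at 10 days, 1 from an actin line and 1 from the cnnos1 line. The label of the cnnos1 one names gESC as the cells with eGFP, so it is called here by its line alone.

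The authors deposited raw counts for 61501 transcript contigs in 22 libraries. The aligner, the counting tool, the transcriptome and the read length are not stated. The 14 largest values all end in 0, as values written with fewer digits would. The second deposited table holds signal, which is the counts of 26024 contigs multiplied by one factor per library. The largest relative deviation from such a factor was 6.3e-11. The tool behind the factors and the filter behind the choice of contigs are not stated, and the counts were used for every result here. The product of each factor and the median-of-ratios factor of its library was 0.9945 to 1.009. Median-of-ratios factors and the factors of the authors are therefore nearly the same scaling, and their agreement below is not independent. Contig identifiers carry a stem and an isoform number: 26039 contigs (42.3%) share their stem with another contig. None of the identifiers (0 of 61501) and none of the stems (0) matched the reference table of 28925 genes, so contigs could not be paired with gene names. The gene lists fixed in advance (cell cycle, ribosomal proteins, immediate early and heat shock genes) and the markers nanos, vasa, piwi, actin and GFP could therefore not be tested.

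Library totals ran from 13971099 to 31723680 counts. A group whose libraries all held at most 3 counts of a contig was taken as at the floor, and a fold against such a group was computed against 3 counts in its libraries and given as a lower bound. For shares and medians of single libraries, 95% Wilson intervals are given. The interval beside a median is that of a single contig with the median count, not of the median over the set. Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

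Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F test) and limma 3.58.1 in R 4.3.3. The fit held the 20 sorted libraries with one mean per group, TMM scaling and the filter filterByExpr at a minimum count of 10 and a minimum total count of 15. It kept 28522 contigs, which held 99.6 to 99.9% of the counts of each library. The common biological coefficient of variation was 0.573. A contig was called at a Benjamini-Hochberg adjusted p-value under 0.05 within a comparison. A contig was enriched in a population when it was called and at least 2-fold higher against each of the other populations, with eESC_3d, gESC_3d and ISC_high standing for the populations. Levels are given as CPM, the count divided by the TMM-scaled library size in the usual unit of edgeR, as mean ± SD. The groups, the comparisons, the tests and the alternatives named first below were fixed before the data were examined. So was the rule for the contigs named. For each comparison these were the 2 highest and the 2 lowest log2 fold changes among called contigs with a mean of at least 10 CPM over the libraries compared. In pairwise comparisons every library of one group also had to lie above every library of the other. For each enriched set, they were the 2 with the largest smaller one of the log2 fold changes.

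To compare the interstitial gates, the enriched sets were defined again with ISC_high replicates A and D alone. The medians of these sets were then taken in ISC_medium B and C against ISC_high B and C, all at 3 days. Each median was ranked among 10000 random lists of equal size matched on mean expression.

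The alternatives fixed in advance were no filter, a mean of at least 5 CPM, median-of-ratios factors, library size alone, the factors of the authors and DESeq2 1.42.0. Others were a fit of only the groups compared, the replicate letter as a block, only the 3-day interstitial libraries, days as a factor, a 4-fold threshold for sets, and leaving out each replicate. Several were chosen after seeing the data: counts summed by stem, a term for the depth class, libraries thinned to the smallest sorted total of 17159718, ISC_medium in place of ISC_high, 10-day in place of 3-day epithelial libraries, and leaving out replicates for the set medians and the 10-day shares. The depth class divides the sorted libraries into 8 of 17159718 to 20327106 counts and 12 of 25195891 to 31723680, with none between. Libraries were not treated as paired by replicate letter. Over 46 pairs with a shared letter, the correlation of their deviations from the group means lay between -0.134 and 0.192 and exceeded 0.1 in 9. Of these 9, 7 were pairs of A replicates, including all pairs of A among ISC_high, ISC_medium, eESC_10d and gESC_10d (0.116 to 0.192).

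The procedure was tested on simulated counts drawn with the dispersions that edgeR estimated. The changed contigs were drawn from the 11216 of 28522 with a mean of at least 5 CPM, and groups otherwise had equal means. Recovery of less abundant contigs was not simulated. Of 200 contigs with a 4-fold change, edgeR recovered 136 (68%), with 4 false calls, and DESeq2 recovered 160 (80%), with 75 false calls. In data with no change, the comparison with the most calls had 0 and the largest enriched set had 0. In a simulated test of the difference between 2 changes, 112 of the same 200 contigs (56%) were recovered with 6 false calls. When 10% of gastrodermal counts were mixed into an epidermal library, the estimate of that share was 9.63%. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

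The unsorted libraries entered no test. Leaving out replicates was not run for their values, since each is a single library.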

Results

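The body wall of the freshwater polyp Hydra has an outer epidermis and an inner gastrodermis, each built by its own epithelial stem cells, and interstitial stem cells that lie between epithelial cells. Messenger RNA was measured in these 3 stem cell populations after different times without food. The eESC_3d, gESC_3d, ISC_medium and gESC_10d groups had 3 libraries each, and ISC_high and eESC_10d had 4 each. There were also 2 unsorted libraries. The unsorted libraries held 13971099 and 15457132 counts. Totals were 17159718 to 18473512 in eESC_3d, 19422544 to 25455639 in gESC_3d, 25195891 to 29383766 in ISC_high and 18559123 to 20327106 in ISC_medium. They were 25389419 to 30472270 in eESC_10d and 29843317 to 31723680 in gESC_10d. Between 30386 and 46775 contigs had a count in a library. The most abundant contig across libraries, c26324_g1_i01, took 0.356 to 15.4% of a library's counts, and the 10 most abundant contigs of a library took 9.47 to 22.9%.

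In the sorted libraries, the first principal component carried 34.8% of the variance and the next one 33.3%. Together they separated the 3 populations. The third component carried 8.14% and separated libraries by depth class: all 8 libraries of 17159718 to 20327106 counts had positive scores and all 12 of 25195891 to 31723680 had negative scores. Replicate C of gESC_3d was in the deeper class, and replicates A and B were not. Spearman correlations across contigs, which are not independent replicates, ran from 0.878 to 0.95 between libraries of a group (24 pairs). They ran from 0.815 to 0.925 between groups of the same population (33 pairs) and from 0.583 to 0.711 between populations (133 pairs).

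**Figure D1:**
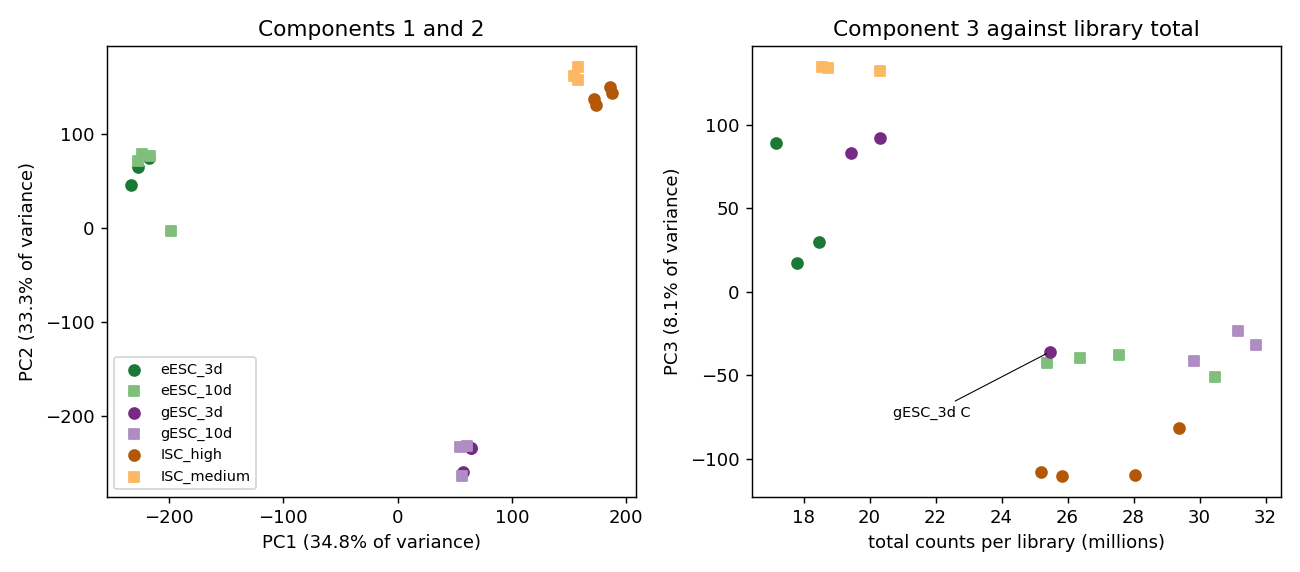
Scores of the 20 sorted libraries on the first pair of principal components (percent of variance on each axis), and the third component against the library total of counts; each point is a library, coloured by group. The third component is positive in the 8 libraries of 17159718 to 20327106 counts and negative in the 12 of 25195891 to 31723680, among them gESC_3d C.

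Epidermal and gastrodermal epithelial stem cells were compared at 3 days to ask how the 2 epithelial populations differ. In eESC_3d vs gESC_3d, 10656 of 28522 contigs were called, 5131 higher and 5525 lower in eESC. Of these, 4566 were at least 2-fold higher and 4616 at least 2-fold lower. The share of calls higher in eESC was 48.2% with TMM, 56.0% with library size alone, 51.2% with median-of-ratios factors and 51.9% with the factors of the authors. The alternative that moved this count most was the filter at a mean of 5 CPM, which left 5295 calls among fewer contigs tested. Without gESC_3d C, when all libraries compared were of the lower depth class, 9590 contigs were called. Contig c24683_g1_i03 had 173 ± 60.5 CPM in eESC_3d (SD, n = 3) and no counts in gESC_3d, at least 1074-fold higher (adjusted p 1.7e-05). Its whole stem had 1977 ± 208 against 2.17 ± 1.11 CPM. Contig c20486_g1_i02 had 119 ± 12.6 CPM and no counts in gESC_3d, at least 737-fold higher (adjusted p 1.2e-06). The stem of the latter had 212 ± 10.6 against 0.344 ± 0.223 CPM. The lower contigs were c26218_g1_i04 (no counts against 2596 ± 442 CPM, at least 15420-fold lower) and c24078_g1_i03 (no counts against 212 ± 10.5 CPM, at least 1262-fold lower). Their adjusted p-values were 1.6e-07 and 1.7e-07, but their stems differed much less, with 2629 ± 360 against 3566 ± 539 CPM and 249 ± 4.49 against 278 ± 10.6 CPM. Which contig of a stem received the reads is therefore uncertain. Of the 32 contigs named by the rule, 30 share their stem with others.

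The same layers were compared at 10 days in separate libraries, all of the deeper class. In eESC_10d vs gESC_10d, 11366 contigs were called, 5990 higher and 5376 lower in eESC, with 5307 and 4506 of them at least 2-fold. Of the 10656 calls at 3 days, 10478 (98.3%) had the same sign at 10 days and 8883 (83.4%) were called with that sign, while 11 were called with the opposite sign. Contig c25258_g5_i03 had 365 ± 131 CPM in eESC_10d (SD, n = 4) and no counts in gESC_10d, at least 3606-fold higher (adjusted p 7.1e-05). Contig c21182_g1_i02 had 187 ± 60.9 CPM and no counts in gESC_10d, at least 1846-fold higher (adjusted p 1.4e-08). The stems of both had under 1 CPM in gESC_10d, at 0.654 ± 0.550 and 0 (n = 3). Contig c26218_g1_i04 was again without counts in eESC, against 1705 ± 308 CPM (at least 17162-fold lower, adjusted p 4.6e-08). Contig c23525_g1_i02 had no counts against 122 ± 19.6 CPM (at least 1228-fold lower, adjusted p 6.9e-05). Their stems had 1149 ± 80.3 against 1950 ± 322 CPM and 274 ± 25.2 against 246 ± 41.6 CPM, the last in the other direction.

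Each epithelial population was compared with the interstitial cells of the high gate. No depth class held both eESC_3d and ISC_high, and the deeper class held only replicate C of gESC_3d beside ISC_high. In eESC_3d vs ISC_high, 15431 contigs were called, 8654 higher and 6777 lower in eESC, with 8041 and 5667 at least 2-fold. In gESC_3d vs ISC_high, 14443 were called, 8272 higher and 6171 lower in gESC, with 7660 and 4945 at least 2-fold. The share of calls higher in gESC was 57.3% with TMM and 47.7% with library size as the only scaling, so which direction prevailed depended on the scaling. Comparisons within a class were run after seeing the data. With ISC_medium in place of ISC_high, where all libraries compared with eESC are of the lower class, 13295 contigs were called for eESC. With the 10-day libraries in place of the 3-day ones, where all are of the deeper class, there were 15723 calls for eESC and 13830 for gESC. Against ISC_high, eESC_3d had 390 ± 22.2 CPM of c22700_g1_i02 and 225 ± 44.8 CPM of c22700_g1_i03, with no counts in ISC_high. These were at least 3970-fold and 2290-fold higher (adjusted p 2.7e-06 and 7.2e-09), and their common stem had 625 ± 35.4 against 0.611 ± 0.188 CPM. Both calls were lost with a term for the depth class. Contigs c25830_g1_i03 (261 ± 148 CPM in ISC_high) and c25855_g1_i05 (187 ± 24.7 CPM) had no counts in eESC_3d (adjusted p 2.8e-05 and 6.7e-06), at least 1551-fold and 1113-fold lower. Their stems had 11245 ± 2055 against 8929 ± 396 CPM, which is the other direction, and 960 ± 189 against 1134 ± 66.4 CPM. With the 10-day libraries in place of the 3-day ones, c25830_g1_i03 had a log2 fold change of -0.72 and was not called (adjusted p 0.52). The 13 other named results refitted this way kept direction and call. In gESC_3d, c24295_g1_i02 had 672 ± 237 CPM and c26101_g1_i01 had 466 ± 346 CPM, with no counts in ISC_high. They were at least 6832-fold and 4744-fold higher (adjusted p 1.4e-06 and 0.00039), and their stems had 1072 ± 149 against 0.894 ± 0.535 CPM and 18309 ± 3161 against 19.4 ± 16.2 CPM. Contigs c23504_g1_i01 (157 ± 11.0 CPM in ISC_high) and c19654_g1_i03 (124 ± 11.9 CPM) had no counts in gESC_3d (adjusted p 2.1e-12 and 1.2e-11), at least 971-fold and 765-fold lower. Their stems differed less, with 85.8 ± 5.47 against 157 ± 11.0 CPM and 94.6 ± 7.46 against 135 ± 15.7 CPM.

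Contigs enriched in one population over each of the others numbered 3581 in eESC, 3338 in gESC and 3197 in ISC. At a 4-fold threshold these were 2932, 2781 and 1416. Enriched in eESC were c25424_g1_i03 at 54.2 ± 36.4 CPM and c3674_g1_i01 at 50.8 ± 9.12 CPM (SD, n = 3), with no counts in the 7 libraries of gESC_3d and ISC_high, at least 433-fold and 405-fold higher. The bound of the former was 266-fold without eESC_3d B. The latter contig is alone in its stem. Enriched in gESC were c23512_g2_i01 at 67.4 ± 7.49 CPM and c14701_g1_i01 at 52.5 ± 26.2 CPM (n = 3), at least 525-fold and 409-fold higher. Enriched in ISC were c21996_g1_i01 at 42.2 ± 17.8 CPM and c23093_g1_i01 at 33.5 ± 9.59 CPM (n = 4), with no counts in the 6 epithelial 3-day libraries, at least 256-fold and 203-fold higher. The stem of c23093_g1_i01 was higher in gESC_3d, at 173 ± 21.1 CPM, than in ISC_high, at 111 ± 16.5 CPM. The stem of c21996_g1_i01 had 259 ± 24.8 CPM in ISC_high and 151 ± 18.6 CPM in gESC_3d. With a term for the depth class, the contigs named for eESC and ISC were no longer in their sets.

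The enriched contigs of eESC took 20.8 ± 1.07% of counts in eESC_3d and 18.5 ± 1.73% in eESC_10d (n = 4). Those of gESC took 22.7 ± 0.320% in gESC_3d and 21.8 ± 1.72% in gESC_10d (n = 3). Those of ISC took 18.5 ± 0.782% in ISC_high (n = 4) and 11.4 ± 0.741% in ISC_medium (n = 3). The sets were chosen on eESC_3d, gESC_3d and ISC_high, so only the shares in other groups are independent of that choice. ISC_medium and ISC_high also differ in depth class. The unsorted actin line had 8.18% of counts in the eESC set (95% Wilson interval 8.17 to 8.19), 12.3% in the gESC set and 4.07% in the ISC set (4.06 to 4.08). The unsorted cnnos1 line had 7.47% (7.46 to 7.48), 12.7% and 3.98% (3.97 to 3.99). For the gESC set both intervals were narrower than the last digit given. The median level of a contig of the eESC set was 1.84 CPM in the actin line (95% Wilson interval of a single contig at that level 1.26 to 2.62) and 1.25 CPM in the cnnos1 line (0.761 to 1.95). For the gESC set it was 2.46 (1.79 to 3.38) and 2.58 CPM (1.86 to 3.57), and for the ISC set 3.41 (2.63 to 4.49) and 3.49 CPM (2.66 to 4.64). These are single libraries without replicates. The intervals beside the medians do not measure how well the median over a set is known, so they do not compare the lines. By the same measure, sorted cells of the own population had 4.50 ± 0.519 CPM of the eESC set in eESC_10d (n = 4) and 7.87 ± 0.990 CPM of the gESC set in gESC_10d (n = 3). The ISC set had 13.7 ± 0.412 CPM in ISC_high (n = 4), but also 4.48 ± 0.398 CPM in eESC_10d (n = 4) and 3.78 ± 0.148 CPM in gESC_10d (n = 3). It had 2.79 ± 0.485 CPM in eESC_3d and 2.87 ± 0.625 CPM in gESC_3d (n = 3 each).

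**Figure D2:**
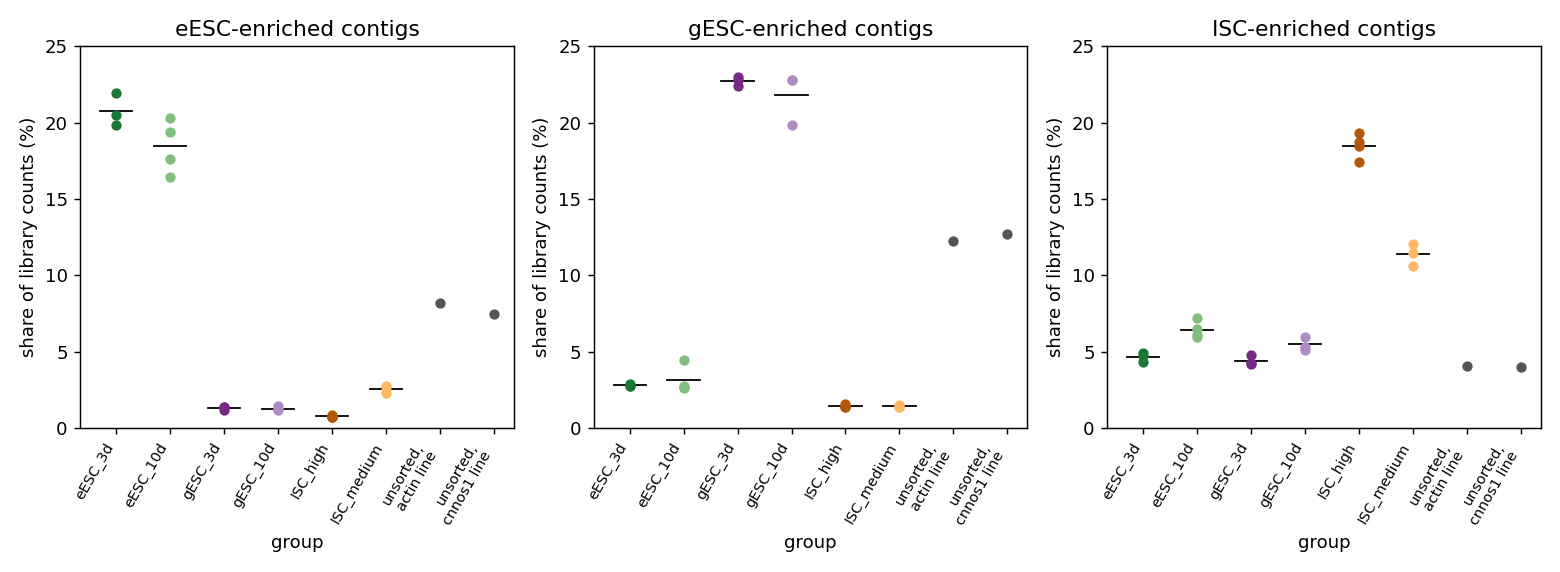
Share of each library's counts (%) in the contigs enriched in eESC, gESC and ISC, by group; points are libraries and lines are group means. The unsorted libraries had 7.47 and 8.18% in the eESC set, 12.3 and 12.7% in the gESC set and 3.98 and 4.07% in the ISC set.

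The medium gate of the cnnos1 line was compared with its high gate. In ISC_medium vs ISC_high, 6531 contigs were called, 3065 higher and 3466 lower in the medium gate, with 2299 and 2505 at least 2-fold. All ISC_medium libraries were of the lower depth class and all ISC_high libraries of the deeper one, so class and gate cannot be told apart from these groups alone. A depth term estimated through gESC_3d left 1260 calls, 1028 of them shared, and rests on the single library gESC_3d C. With library size as the only scaling, the median of all contigs moved from -0.041 to -0.42 and the share of calls that were higher fell to 27.0% from 46.9%. It was 53.7% with median-of-ratios factors and 52.2% with the factors of the authors, so directions here are relative to the scaling. Contig c14738_g1_i02 had 379 ± 346 CPM in ISC_medium (SD, n = 3) and c20532_g1_i02 had 141 ± 58.9 CPM, with no counts in ISC_high, at least 3856-fold and 1432-fold higher. The former had 1.26 CPM in ISC_medium A, 455 in B and 681 in C, and its bound was 2321-fold without C. Their adjusted p-values were 0.0031 and 0.0021, and their stems had 969 ± 61.3 against 139 ± 21.4 CPM and 740 ± 216 against 48.8 ± 8.95 CPM. Both calls were lost with the depth term. Contigs c25341_g1_i04 (211 ± 210 CPM in ISC_high) and c24655_g1_i03 (84.5 ± 52.0 CPM) had no counts in ISC_medium, at least 1165-fold and 467-fold lower (adjusted p 0.0011 and 1.3e-06). The bound of the former was 743-fold without ISC_high B. Their stems had 663 ± 48.5 in ISC_medium against 436 ± 42.0 CPM, which is the other direction, and 767 ± 81.0 against 899 ± 104 CPM.

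With the sets redefined on ISC_high A and D, the ISC set had a median log2 fold change of -0.75 in the medium gate, lower than all 10000 matched random lists (percentile 0). The eESC set had a median of 0.47 (percentile 100) with contigs at the floor taken at their bound, and 0.19 from fitted values. The gESC set had 0.22 (percentile 100), and -0.095 from fitted values. Bounds made up 595 of 1912 folds of the eESC set and 513 of 1907 of the gESC set. The floor of 3 counts was higher in ISC_medium B and C (0.162 and 0.160 CPM before TMM scaling) than in ISC_high B and C (0.107 and 0.102). A contig at the floor only in ISC_medium could therefore enter as a rise, so the medians with bounds may be too high. Without ISC_high C the medians were 0.19 for the eESC set and -0.12 for the gESC set, so this library decides the sign of the latter. With library size as the only scaling, the median of all contigs went from -0.11 to -0.41. The eESC set then had 0.18 (-0.082 from fitted values) and the gESC set -0.063 (-0.33 from fitted values), both still at percentile 100 of the matched lists with contigs at their bound. For the gESC set that rank may rest on the contigs at the floor: its fitted medians lay within the range of the matched lists. That range was -0.17 to -0.037 with TMM and -0.44 to -0.31 with library size. Each range given here holds the middle 95% of the matched lists, not all of them. A single range per scaling served both forms of the median, so its form may differ from that of fitted medians. Sets defined on ISC_high B and C were tested in ISC_medium A (5 days) against ISC_high A (2 days) and D (5 days). This alternative rests on a single library of the medium gate. The gESC set then had 0.34, and 0.11 from fitted values, above its range of -0.038 to 0.10. The gESC set took 1.42 ± 0.073% of counts in ISC_medium (n = 3) and 1.45 ± 0.108% in ISC_high (n = 4). Whether the gESC set rose in the medium gate therefore depended on the setting. The fitted medians of the eESC set lay above the ranges of its matched lists, with the same limit on form. These ranges were -0.16 to -0.043 with TMM and -0.43 to -0.31 with library size. Folds could be computed for 1912 of 3878 contigs of the eESC set, 1907 of 3454 of the gESC set and 2389 of 2399 of the ISC set.

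Longer starvation was compared with shorter in each epithelial population. In eESC_10d vs eESC_3d, 1750 contigs were called, 861 higher and 889 lower at 10 days, with 677 and 458 at least 2-fold, and 6439 had an unadjusted p-value under 0.05. No depth class held both groups. With the class as a term, 67 contigs were called, 21 of them shared. Without eESC_3d A, 420 were called. The median of all contigs was 0.22 with TMM and 0.36 with library size as the only scaling, under which 65.2% of calls were higher, against 49.2%. With median-of-ratios factors the share was 41.2%, and with the factors of the authors 41.2%. Contig c25830_g1_i03 had 159 ± 67.8 CPM at 10 days (SD, n = 4) and no counts at 3 days, at least 942-fold higher (adjusted p 0.0026). Its call was lost with the class as a term. Contig c19819_g1_i02 had 34.0 ± 2.86 CPM and no counts at 3 days, at least 202-fold higher (adjusted p 0.023). The call of the latter was lost when any one of eESC_3d A, B or C was left out. Their stems were lower at 10 days, at 8572 ± 1129 against 11245 ± 2055 CPM and 113 ± 11.1 against 125 ± 16.0 CPM. Contig c25588_g1_i08 fell from 264 ± 97.9 to 0.149 ± 0.117 CPM (log2 fold change -10.76, SE 0.958, adjusted p 2.4e-05). Contig c25944_g1_i06 fell from 95.6 ± 16.2 to 0.268 ± 0.232 CPM (log2 fold change -8.39, SE 1.87, adjusted p 0.017), and was not called without eESC_10d B, with -8.27. Their stems fell less, from 1382 ± 111 to 1006 ± 111 CPM and from 2004 ± 324 to 1128 ± 172 CPM.

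In gESC_10d vs gESC_3d, 4 contigs were called and 3123 had an unadjusted p-value under 0.05. A single library decided this count, since 961 contigs were called without gESC_3d C, the 3-day library of the deeper class. Those 961 included the 4. Of the 4, 2 were higher and 2 lower. The naming rule gave 3 of them; the last, c23395_g1_i03, was added after its values were seen. It rose from 0.784 ± 0.113 to 3.54 ± 0.551 CPM (log2 fold change 2.17, SE 0.333, adjusted p 0.040). Contig c19654_g1_i03 had 67.8 ± 5.59 CPM at 10 days (SD, n = 3) and no counts at 3 days, at least 420-fold higher (adjusted p 1.7e-09), while its stem was lower, at 75.8 ± 5.99 against 94.6 ± 7.46 CPM. Contig c22721_g1_i01 fell from 95.6 ± 37.5 to 4.01 ± 1.21 CPM (log2 fold change -4.57, SE 0.619, adjusted p 0.012), while its stem fell only from 136 ± 8.28 to 96.7 ± 17.1 CPM (-0.57, not called). Contig c26289_g1_i01 fell from 22.3 ± 6.77 to 6.12 ± 0.911 CPM (log2 fold change -1.87, SE 0.246, adjusted p 0.012), and its stem fell from 22.5 ± 6.70 to 6.26 ± 0.685 CPM. The calls of these falling contigs were lost without gESC_10d B, with -4.36 and -1.89, and without gESC_10d C, with -4.59 and -1.75. They were also lost with only the groups compared fitted, with -4.62 and -1.93 (adjusted p 0.091 and 0.23). The call of c26289_g1_i01 was lost with the depth term too, with -1.25. The deeper class held 1 library of gESC_3d and the lower class none of gESC_10d. A comparison within a class would therefore rest on gESC_3d C alone, as does the fit with the depth term.

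The test of starvation by epithelial layer asked whether the change with starvation differed between eESC and gESC. It called 27 contigs, 17 with a higher log2 change in eESC than in gESC and 10 with a lower one, and 2043 had an unadjusted p-value under 0.05. Of the 27, 25 share their stem with other contigs and 16 were at the floor in a group. Contig c19446_g1_i01, alone in its stem, rose from 9.94 ± 0.295 (n = 3) to 19.7 ± 4.30 CPM (n = 4) in eESC and fell from 178 ± 15.5 to 130 ± 4.65 CPM (n = 3) in gESC. The difference of its log2 changes was 1.44 (SE 0.219, adjusted p 0.013), and the call was lost without gESC_10d B, with 1.45. Contig c25588_g1_i08 had a difference of -10.64 (SE 1.20, adjusted p 0.00059). Contigs c25296_g1_i01 (adjusted p 0.026) and c19654_g1_i03 (adjusted p 9.7e-06) had fitted differences of 9.94 and -8.97, which are no bounds, since the groups eESC_3d and gESC_3d respectively had no counts. The call of c25296_g1_i01 was lost when any one library of eESC_3d or gESC_10d was left out. It was also lost with the replicate block (adjusted p 0.094), with only the groups compared fitted (0.087) and after thinning (0.088).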

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

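Among the tests weighed here, those on gastrodermal transcripts in eESC_10d C, on gESC_3d C as the source of the layer differences and on reads divided within stems were chosen after the result was seen. Thinning to one total was also chosen after seeing the data. Single libraries were compared with their group in 35 sets of 4 libraries, and 4 stood apart where about 1.75 would by chance.

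Replicate C of eESC_10d stood apart from its group in the contigs enriched in gESC. Their median level was 0.894 CPM in C and 0.193 to 0.201 CPM in A, B and D. Their share of counts was 4.48% in C (95% Wilson interval 4.47 to 4.48) and 2.60 to 2.78% in the others. The sets were defined without any 10-day library. Over the 1553 contigs of the set that were abundant in gESC_10d, the median excess in C was 5.60% of the gastrodermal level (quartiles 2.22 to 8.45), and 74.1% of them were higher in C than in every other eESC_10d library, where chance gives 25%. A further test, added after this share was seen, took contigs of the set that the 3-day libraries alone showed to be low in eESC. Of 979 such contigs, 88.9% were higher in C than in A, B and D, where chance gives 25%. With C left out, 21.9 to 37.8% were highest in A, B or D, where chance gives 33.3%. Of 769 stems chosen in the same way, 94.9% were higher in C. The ISC set moved the other way in C, by -4.44%, which argues against a general loss of epidermal transcripts that would raise both. A candidate explanation is gastrodermal cells or RNA in this library. There were exceptions: 58 of the 979 contigs and 13 of the 769 stems had no counts in C. Among the contigs named, c26218_g1_i04 and c23525_g1_i02 had 1705 and 122 CPM in gESC_10d and no counts in C, and c24078_g1_i03 had 205 CPM in gESC_10d and 0.561 CPM in C. All 3 share their stem with other contigs. No biological explanation was tested. Moving C to the gastrodermal side gave 1405 calls, the most among the other splits of the 10-day epithelial libraries.

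Replicate A of eESC_10d had counts for 39763 contigs, while B, C and D had 45716 to 46775. The count in A was within the range of most libraries: 6 libraries (eESC_10d B, C and D, gESC_10d B and C, and ISC_high B) had at least 45088 contigs, and the other 14 at most 39781. Depth was argued against, since after thinning to one total the fewest in the 6 libraries exceeded the most in the others by 4087 contigs. Reads from genomic DNA or another organism, shared by these preparations, could add such contigs, and this cannot be told apart: of 490 contigs at least 10-fold higher in the 6 libraries, 49 (10%) had counts in all 6, with a median of 1 count per library, which is too few to decide. The labels give no preparation date, and no biological explanation was tested.

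Replicate A of ISC_high had 0.848% of its counts in the eESC set (95% Wilson interval 0.845 to 0.852), and B, C and D had 0.734 to 0.735%. A few contigs taking most of the counts were argued against as the cause, since without the 10 most abundant contigs of the set the share was 0.724% in A and 0.610 to 0.630% in the others. A was the only ISC_high library with 2 days without food, which stays open as a biological explanation and was not tested. Epidermal cells or RNA in this library also stay open.

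The change with starvation differed between the epithelial layers for 27 contigs by the test of starvation by epithelial layer. The 4 named were c25296_g1_i01 (9.94), c19446_g1_i01 (1.44), c25588_g1_i08 (-10.64) and c19654_g1_i03 (-8.97), as differences of log2 changes. Relabelling the 13 libraries gave as many calls in 2 of 100 drawn splits, the real one included, when only these libraries were fitted (26 calls). The other split, with 123 calls, set mostly 3-day against 10-day libraries across both layers, a contrast that goes with the depth class. That gESC_3d C alone made the differences was argued against: without it 50 contigs were called, 23 of them among the 27. The term for the depth class also gave 50, and rests on gESC_3d C. Reads divided among contigs of a stem may account for a part, since 16 of the 27 were at the floor in a group and all 16 share their stem. Summing by stem gave 15 calls; the stems of 6 of the 27 contigs were among them, and of the 16 at the floor, 0 had their stem called and 4 had it at an unadjusted p-value under 0.05. Under that sum c25296_g1_i01 gave -0.16 and c19654_g1_i03 gave 1.12, each the reverse of the contig, and c25588_g1_i08 gave -0.83. None of these 3 was called under that sum. This leaves c19446_g1_i01, alone in its stem, as the named contig to which it cannot apply; without gESC_10d B its difference was 1.45 and no longer called, and the call was also lost with no filter, with only the epithelial groups fitted and with the replicate block. A response to starvation that differs between the layers stays open for it and was not tested further.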

How the results depend on the processing

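Summing by stem, the depth term, thinning, the replaced groups and the leaving out of replicates for set medians and 10-day shares were chosen after seeing the data, as were the tests of depth and of batch weighed here. Over all alternatives, the 22 results that answer a comparison gave 300 values: 233 stayed the same, 65 moved and 2 reversed. The 37 results on named contigs gave 757 values: 703 kept direction and call, 43 lost the call and 11 reversed. Where no cause is given, the cause was not tested.

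The filter at a mean of 5 CPM left 11223 contigs to test, and with fewer contigs fewer were called in 7 results: 5295 in eESC_3d vs gESC_3d, 5372 in eESC_10d vs gESC_10d, 8085 in eESC_3d vs ISC_high, 7760 in gESC_3d vs ISC_high, and 1409, 1316 and 1740 enriched in eESC, gESC and ISC. In gESC_10d vs gESC_3d it gave 69. No filter gave 758 in eESC_10d vs eESC_3d and 11 in gESC_10d vs gESC_3d. DESeq2 gave 4150, 910 and, for starvation by epithelial layer, 335; in data simulated with the dispersions of edgeR it made 75 false calls where edgeR made 4. Library size alone gave 11 in gESC_10d vs gESC_3d and a median of -0.063 for the gESC set in ISC_medium vs ISC_high, where it was 0.22. This scaling lowered the median of all contigs from -0.11 to -0.41. The gESC set stayed at percentile 100 of matched lists, a rank that may rest on contigs at the floor. Fitting only the groups compared gave 3556 in eESC_10d vs eESC_3d and 2 in gESC_10d vs gESC_3d. The 3-day interstitial libraries alone gave 4170 in ISC_medium vs ISC_high, with fewer samples. A 4-fold threshold gave 1416 contigs enriched in ISC, and 86.2% of 3-day calls at least 2-fold were called again at 10 days. For the unsorted actin and cnnos1 lines, the medians of 4-fold sets were 1.09 and 0.749 CPM (eESC), 1.57 and 1.66 (gESC) and 0.341 and 0.499 (ISC), since these are other sets.

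The replicate letter as a block gave 1155 calls in eESC_10d vs eESC_3d and 11 for starvation by epithelial layer. The A replicates of ISC_high, ISC_medium, eESC_10d and gESC_10d deviated alike (correlations of 0.116 to 0.192), so a preparation shared by some letters is not excluded. The block gave 6 in gESC_10d vs gESC_3d, 9857 in eESC_3d vs gESC_3d, 10277 in eESC_10d vs gESC_10d, 14511 in eESC_3d vs ISC_high, 13402 in gESC_3d vs ISC_high and 5610 in ISC_medium vs ISC_high. It gave 3300 eESC-enriched, 3102 gESC-enriched and 2936 ISC-enriched contigs.

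Summing by stem gave 12 calls in gESC_10d vs gESC_3d and 15 for starvation by epithelial layer. It reversed 9 contig results, by its construction: in eESC_10d vs eESC_3d c19819_g1_i02 (-0.18) and c25830_g1_i03 (-0.44), in eESC_10d vs gESC_10d c23525_g1_i02 (0.21), in eESC_3d vs ISC_high c25830_g1_i03 (0.41), in gESC_10d vs gESC_3d c19654_g1_i03 (-0.39), in ISC_medium vs ISC_high c25341_g1_i04 (0.61), in the ISC set c23093_g1_i01 (-0.67), and for starvation by epithelial layer c19654_g1_i03 (1.12) and c25296_g1_i01 (-0.16).

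The depth term gave 67 calls in eESC_10d vs eESC_3d, 28 in gESC_10d vs gESC_3d, 50 for starvation by epithelial layer, 7836 in eESC_3d vs ISC_high, 1260 in ISC_medium vs ISC_high, and 1765 and 1874 enriched in eESC and ISC. In eESC_10d vs eESC_3d it reversed c19819_g1_i02 (-0.76) and c25944_g1_i06 (3.38). It cost 10 other results on named contigs their call, and 25 kept direction and call. Lost were c25830_g1_i03 in eESC_10d vs eESC_3d, c26289_g1_i01 in gESC_10d vs gESC_3d, and c22700_g1_i02 and c22700_g1_i03 in eESC_3d vs ISC_high. Also lost were c14738_g1_i02 and c20532_g1_i02 in ISC_medium vs ISC_high, and the contigs named for the eESC and ISC sets. The term can be estimated only from gESC_3d, where C stands against A and B, so this one library decides these values.

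Leaving out each replicate gave 420 (without eESC_3d A) to 1405 calls in eESC_10d vs eESC_3d, 5 to 961 (without gESC_3d C) in gESC_10d vs gESC_3d, and 14 (without gESC_10d B) to 50 (without gESC_3d C) for starvation by epithelial layer. The medians of sets in the medium gate ran from 0.19 (without ISC_high C) to 0.61 for eESC, from -0.12 (without ISC_high C) to 0.30 for gESC and from -0.78 to -0.69 for ISC. These medians took contigs at the floor at their bound. Of 3-day calls, 97.9 to 98.6% kept their sign and 76.3 to 87.1% were called again at 10 days. The other counts stayed within 1.5 times: 9539 to 10263 in eESC_3d vs gESC_3d, 10056 to 10780 in eESC_10d vs gESC_10d, 14284 to 14660 in eESC_3d vs ISC_high, 13355 to 14206 in gESC_3d vs ISC_high, 5180 to 5878 in ISC_medium vs ISC_high, and 3330 to 3605, 3020 to 3360 and 2655 to 3442 enriched in eESC, gESC and ISC.

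Scaling by library size alone moved the median log2 change of all contigs from 0.22 to 0.36 in eESC_10d vs eESC_3d, 0.021 to 0.23 in eESC_10d vs gESC_10d, -0.0015 to 0.18 in eESC_3d vs gESC_3d, 0.091 to 0.24 in gESC_10d vs gESC_3d, 0 to -0.31 in gESC_3d vs ISC_high and -0.041 to -0.42 in ISC_medium vs ISC_high. Median-of-ratios factors moved it from 0 to 0.21 in eESC_3d vs ISC_high.

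The splits of the libraries into groups of the same sizes were counted with a fit of only the groups compared. In 1 of 35 splits, the real one, there were as many calls in eESC_3d vs ISC_high, gESC_3d vs ISC_high, ISC_medium vs ISC_high, eESC_10d vs eESC_3d and eESC_10d vs gESC_10d. In 1 of 10 splits there were as many in eESC_3d vs gESC_3d and gESC_10d vs gESC_3d, where 3 against 3 cannot give a smaller share. In 1 of 100 drawn splits there were as many contigs enriched in each of the populations.

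Depth itself was argued against as the cause of the calls in eESC_10d vs eESC_3d and ISC_medium vs ISC_high: thinned to one total, the libraries gave 2078 and 6421. Gastrodermal transcripts in eESC_10d C were argued against for the former, since 1082 contigs were called without C, 1019 of them shared. A library batch that follows depth cannot be told apart from either. For eESC_10d vs eESC_3d, the change across contigs correlated with that from gESC_3d A and B to C at 0.310, but 2 of 35 splits of the epidermal libraries gave as large a value, and no class holds both groups. For ISC_medium vs ISC_high, the 1260 calls under the depth term may reflect such a batch, but rest on one library.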

Other observations

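The tests on gESC_3d C, except the one on depth, and those on contigs at the floor were chosen after the result was seen. The one on depth used thinning, which was also chosen after seeing the data.

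Replicate C of gESC_3d lay with the 10-day gastrodermal libraries. Its mean Spearman correlation across contigs was 0.916 with them (0.910 to 0.925) and 0.880 with A and B. Depth was argued against, since after thinning the first still exceeded the second by 0.0365. A 10-day sample under a 3-day label cannot be excluded: the 10-day libraries had 0.923 to 0.95 with each other, a range that overlaps that of C. Named contigs went both ways: C had no counts of c19654_g1_i03 and 94.5 CPM of c22721_g1_i01, against 63.1 to 74.0 and 2.75 to 5.17 CPM in the 10-day libraries, and 580 CPM of c26101_g1_i01 against 8.20 to 22.5. For c19819_g1_i02, C had 57.7 CPM, the 10-day libraries 56.7 to 64.6, and A and B no counts. The first pair was chosen for differing between the time points, so these contigs do not decide it. A library batch that follows depth cannot be told apart from it either. The change from A and B to C correlated with ISC_high minus ISC_medium at 0.316 across contigs, but 3 of 35 splits of the interstitial libraries gave as large a value. The change from gESC_3d A and B to gESC_10d correlated with that from eESC_3d to eESC_10d at 0.440, and the change from C to gESC_10d at 0.053. The gastrodermal libraries of the deeper class (4) against those of the lower class (2) gave 1994 calls. Any of these explanations may bear on the few calls between the gastrodermal time points, and a biological one, a difference between polyps, was not tested.

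The eESC set took 2.56 ± 0.219% of counts in ISC_medium (n = 3) and 0.763 ± 0.057% in ISC_high (n = 4). Epidermal cells in the medium gate were argued against as the whole cause. They would bring all abundant epidermal transcripts alike, yet over 1370 abundant contigs the median rise was 0.0107% of the epidermal level, against 10.1% of their summed level. Instead, 9 contigs of the 3581 gave 50% of the rise, and c25794_g1_i01 gave 28.8%, with 6635 ± 602 CPM in ISC_medium, 70.8 ± 62.4 in ISC_high and 619 CPM in eESC_3d. A hypothesis is that a few transcripts of the eESC set are also made by cells of the medium gate, which was not tested further, and the batch that follows depth is not excluded.

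Some contigs were at the floor in every library of one group and abundant in another group of the same population. Outside the pair of ISC_high at the floor and ISC_medium, 97.3% of these 37 shared their stem, against 54.7% of comparable contigs, and in 33 the whole stem changed less than 2-fold. This is consistent with reads divided differently among contigs of one stem, whatever the reason. Of the 16 contigs at the floor in ISC_high and abundant in ISC_medium, 11 share their stem, and for 2 of these 11 the whole stem changed less than 2-fold, so that divided reads stay open for these 2 and are argued against for the others of the 11. The remaining contigs are alone in their stem, where this test has no say. The depth class is confounded with the gate, and a biological difference between the gates stays open beside it.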
